A study of Mus musculus with 12 samples.

How the data were processed

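Left ventricular tissue of adult WT and Rpl3l-/- mouse hearts was homogenised in a buffer with cycloheximide, per the labels' protocols. An RNase I digest of the lysate gave ribosome-protected fragments, from which small-RNA libraries were made. Undigested lysate gave total RNA, from which polyadenylated RNA was selected and strand-specific libraries were made, per the labels' protocols. There were 3 libraries for each genotype and assay, 12 in all, and the genotype, assay and replicate number of each were taken from its label.

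The deposited values are raw counts, whole numbers per transcript name, which the authors made from their reads. The aligner, the counting program, the genome build, the region counted (whole transcript or coding sequence), the use of strand and the handling of reads that match several genes are not stated in the labels or the file headers. Each count table listed the same 21669 names, of which 21425 (98.87%) matched transcript names of GENCODE M21 (GRCm38). Of those matched, 99.44% were protein coding. Coordinates and transcript structures were taken from that annotation, which may not be the version the authors used. Of the mitochondrially encoded mRNAs, 10 were analysed here.

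Counts of paralogs, pseudogenes and overlapping or antisense genes are uncertain where the counting could split or share reads between them. A count limited to part of a transcript would change the RNA level of a gene relative to its footprints. Amplified copies of a molecule cannot be recognised in count tables, so confidence intervals and detection floors cover counting error only.

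Tests used edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3. Figures and tables used Python 3.11.15. For RNA and for RPF, the 6 libraries of the assay were fitted with a genotype term. For TE, all 12 libraries were fitted with assay, genotype and their interaction, and the interaction was tested. Genes were filtered with filterByExpr (minimum count 10), scaled by TMM factors and tested with the quasi-likelihood F test (glmQLFit and glmQLFTest). P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of F. CPM values used TMM-scaled library sizes, with a prior count of 2 for log2 CPM in set tests and components and 0.5 added for per-library means and same-number differences. Shares have Wilson 95% intervals, and the detection floor is 3 counts. Comparisons of 3 against 3 single values used exact two-sided permutation tests, which cannot give a p below 0.1.

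Gene sets were tested with camera at an inter-gene correlation of 0.01, adjusted over 21 tests. Genes to be named were fixed before the data were examined: *Rpl3l* and *Rpl3*, the cardiac stress list as a family, and up to 5 rising and 5 falling genes per comparison with an adjusted p below 0.05, a mean of at least 50 counts and no overlap of WT and KO libraries. Only *Rpl3l* met the last rule. Other genes named were chosen after their values were seen.

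The fits were tested on simulated counts drawn from the real means, library sizes and dispersions, with 200 genes changed by known folds. With no gene changed, the test called 0 of 8379 genes in RNA, 1 of 11153 in RPF and 0 of 8044 in TE. With the 200 genes changed, 5, 12 and 6 unchanged genes were called in RNA, RPF and TE. A simulated set of 77 genes raised by 0.3 on the log2 scale was recovered by camera in each comparison. Simulated genes were drawn independently of one another. The recovery therefore does not bear on sets of correlated genes, such as cytosolic ribosomal proteins in RPF (estimated correlation 0.69).

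Alternatives fixed before the data were examined were median-of-ratios scaling, DESeq2, no filter, a mean of at least 50 counts, removal of mitochondrial and the top 10 genes, a replicate block, a fit of all 12 libraries, scaling within each assay, the sum of both paralogs, fry, camera with an estimated correlation, and leaving out each replicate in turn. The pairing of libraries comes from the replicate numbers in the titles: WT and KO libraries of the same number are different animals, and RNA and RPF libraries of the same genotype and number were taken as the same heart. A factor for a split of the RNA libraries was added after the data were seen.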

Results

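Ribosome profiling and RNA sequencing were carried out on left ventricular tissue of adult mouse hearts from wild-type (WT) animals and from animals lacking *Rpl3l* (Rpl3l-/-, KO). *Rpl3l* encodes a paralog of the large-subunit ribosomal protein encoded by *Rpl3*. Ribosome profiling sequences the mRNA fragments that ribosomes protect from RNase I digestion (ribosome-protected fragments, RPF), and RNA sequencing of undigested lysate gives the mRNA level. The 12 libraries fell into 4 groups of 3: RPF WT, RPF KO, RNA WT and RNA KO. The design asks which transcripts and which footprints differ between genotypes, and whether translational efficiency (TE), the ratio of footprints to mRNA, differs.

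Each library held raw counts for 21669 transcript names, mostly 1 transcript per gene. Total counts were 4948766, 3827862 and 4649321 in RPF WT libraries 1 to 3, and 7474602, 6910017 and 4704689 in RPF KO libraries 1 to 3. The RNA WT libraries held 8391133, 8459004 and 8393624 counts, and the RNA KO libraries 6635242, 7320264 and 8021552. The RPF total did not separate the genotypes beyond the spread between replicates (exact two-sided permutation p = 0.2), while each RNA KO library was smaller than each RNA WT library (exact p = 0.1, the smallest p that 3 against 3 libraries allow). Transcripts of the mitochondrial genome took between 49.8% and 58.2% of RNA counts and between 2.28% and 5.22% of RPF counts. The RNA libraries therefore held between 2814810 and 4023519 nuclear counts. CPM denotes counts scaled to a common library size. The smallest share that 3 counts can show lay between 0.355 and 0.452 CPM in RNA and between 0.401 and 0.784 CPM in RPF. No 2 replicates agreed within sampling noise: the chi-square statistic per degree of freedom between replicate libraries ranged from 6.53 to 31.7.

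The targeted gene was examined in every library first. *Rpl3l* was represented by the transcript Rpl3l-202 (gene ENSMUSG00000002500.15), a protein-coding transcript of 10 exons on the plus strand of chromosome 17 from 24727820 to 24736143 (GRCm38, GENCODE M21), with a coding sequence of 1221 bases between a 5′ UTR of 64 and a 3′ UTR of 90 bases. Raw RNA counts were 2987, 2726 and 3329 in WT and 276, 310 and 442 in KO. Raw RPF counts were 937, 985 and 1108 in WT and 65, 30 and 61 in KO. Every KO library thus lay below every WT library of its assay, as the labels state. The normalised RNA level was 377 ± 44 CPM in WT and 44.0 ± 2.9 CPM in KO (SD, n = 3 each), and the footprint level was 229 ± 34 CPM in WT and 8.65 ± 4.2 CPM in KO (SD, n = 3 each). In edgeR's quasi-likelihood test the *Rpl3l* log2 fold change, KO against WT, was -3.10 (SE 0.18, adjusted p = 8.2e-05) for RNA and -4.76 (SE 0.28, adjusted p = 2.5e-07) for RPF. KO libraries kept 11.7% of the WT mean in RNA and 3.78% in RPF.

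*Rpl3* (gene ENSMUSG00000060036.14) was represented by a protein-coding transcript of 10 exons on the minus strand of chromosome 15 from 80077791 to 80083406 (GRCm38, GENCODE M21). Its RNA level was 436 ± 46 CPM in WT and 676 ± 76 CPM in KO (SD, n = 3 each), with the lowest KO library at 631 CPM and the highest WT library at 468 CPM. Its footprint level was 95.8 ± 26 CPM in WT and 147 ± 43 CPM in KO (SD, n = 3 each). The lowest KO library (120.2 CPM) and the highest WT library (120.2 CPM) were level. The log2 fold change of *Rpl3* was 0.63 (SE 0.18) in RNA and 0.62 (SE 0.22) in RPF. As *Rpl3l* and *Rpl3* were chosen before the data were examined, edgeR's p-values were adjusted both over these 2 genes and over all genes. For *Rpl3* the adjusted p over the pair was 0.0047 in RNA and 0.012 in RPF, and over all genes 0.999 and 0.834. The adjustment over the pair left both *Rpl3* p-values as they were, because the other gene was the targeted *Rpl3l*, with a lower p. By what is in effect an unadjusted p, *Rpl3* therefore rose beyond the replicate error as a gene named in advance. It did not stand out in a search over all genes. With the replicate number as a block, the RNA log2 fold change was 0.63 (SE 0.19), with an adjusted p over all genes of 0.999 in edgeR. The deviations of same-numbered WT and KO RNA libraries from their group means correlated across genes at -0.18, 0.33 and 0.39, a mean of 0.18. The setting that moved the *Rpl3* effect most was the summing of both paralogs into a single gene, which gave -0.17 in RNA and -1.06 in RPF. When a replicate was left out, the *Rpl3* log2 fold change ranged from 0.53 to 0.69 in RNA and from 0.35 to 0.82 in RPF. Both lowest values were those without KO 2.

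**Figure D1:**
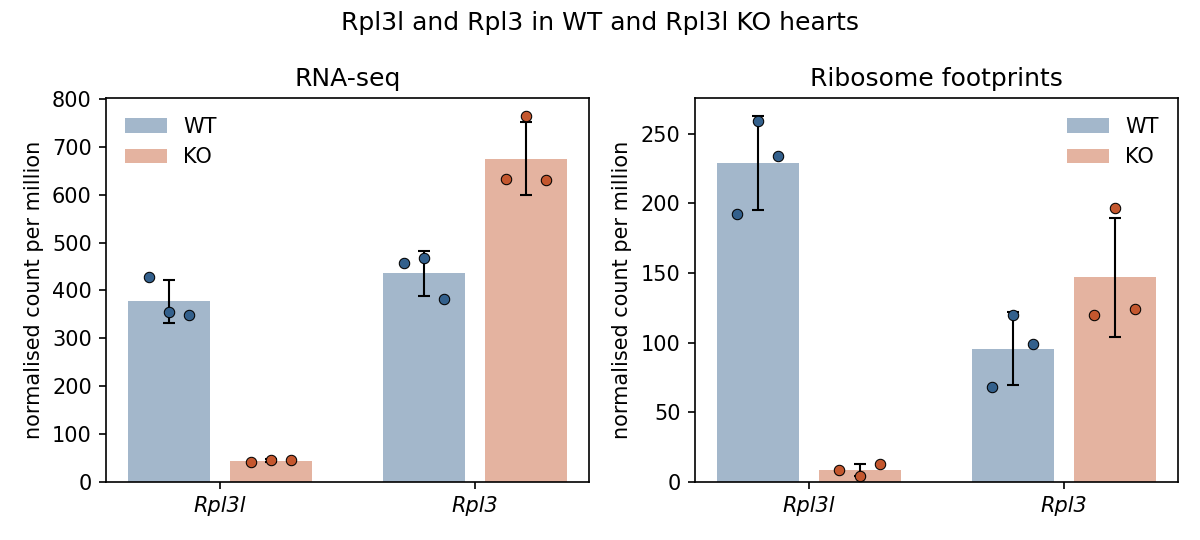
Normalised CPM (y axis) of *Rpl3l* and *Rpl3* in WT and KO hearts (x axis), for RNA-seq on the left and ribosome footprints on the right; bars are means of 3 libraries, error bars SD, and points single libraries. *Rpl3l* fell from 377 to 44.0 CPM in RNA and from 229 to 8.65 CPM in footprints, and mean *Rpl3* rose from 436 to 676 CPM and from 95.8 to 147 CPM.

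Relative to the mean log2 level of the other cytosolic ribosomal protein genes, *Rpl3* was 0.70 higher in KO than in WT in RNA and 0.78 higher in RPF. All 3 KO libraries lay above all 3 WT libraries in each assay (exact two-sided permutation p = 0.1, the smallest possible). None of the 78 other cytosolic ribosomal protein genes tested in RNA had a larger log2 fold change than *Rpl3*, and 1 of 77 did in RPF (*Rps23*, 1.44).

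The share of *Rpl3l* in the summed counts of *Rpl3* and *Rpl3l* was 46.4% ± 2.9 in RNA WT and 6.14% ± 0.45 in RNA KO (SD, n = 3 each; exact permutation p = 0.1). In footprints it was 70.8% ± 2.8 in WT and 6.10% ± 3.6 in KO (SD, n = 3 each; exact permutation p = 0.1). Single RPF KO libraries gave 6.79% (Wilson 95% interval 5.36% to 8.57%), 2.19% (1.54% to 3.11%) and 9.33% (7.33% to 11.8%), which differ by more than counting error. The summed level of both paralogs was 813 CPM in RNA WT and 720 CPM in RNA KO (ratio 0.886, exact permutation p = 0.2). In footprints it was 325 CPM in WT and 156 CPM in KO (ratio 0.479, exact permutation p = 0.1). The paralogs share little sequence at footprint length: 12 of the 1348 windows of 28 bases in Rpl3l-202 lay within 2 mismatches of the *Rpl3* transcript, and 0 were identical.

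Across all genes, RNA levels were tested for 8379 genes. A single gene, *Rpl3l*, had an adjusted p below 0.05 in edgeR's quasi-likelihood test, and 213 genes had an unadjusted p below 0.05, against 419 that chance alone would give. With the replicate number as a block, again 1 gene was called, and 304 had an unadjusted p below 0.05 (mean correlation of same-numbered libraries 0.18, as above). The alternative that moved this count most was a factor for a split of the RNA libraries that did not follow genotype, chosen after the data were seen, with which 6 genes were called. On simulated counts with the same means, depths and dispersions, this test recovered 34% of genes changed 2-fold, 82% of genes changed 3-fold and 92% of genes changed 4-fold. It recovered 0 of 50 genes changed 1.5-fold, so smaller differences were not detectable at this depth and replicate variation.

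The RNA libraries also differed along an axis that did not follow genotype. The first principal component carried 46.2% of the variance of log2 CPM in RNA. It put WT 3, KO 1 and KO 3 (scores 25.4, 19.5 and 20.4) apart from WT 1, WT 2 and KO 2 (scores -26.2, -19.6 and -19.5). In RPF the first component carried 38.2% and set WT 1 (score -64.1) apart from the other 5 libraries, which had scores between 8.77 and 15.3. With 3 libraries on each side of the RNA axis, 1 side holds a single WT and the other a single KO library, too few to repeat the genotype test within each side.

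**Figure D2:**
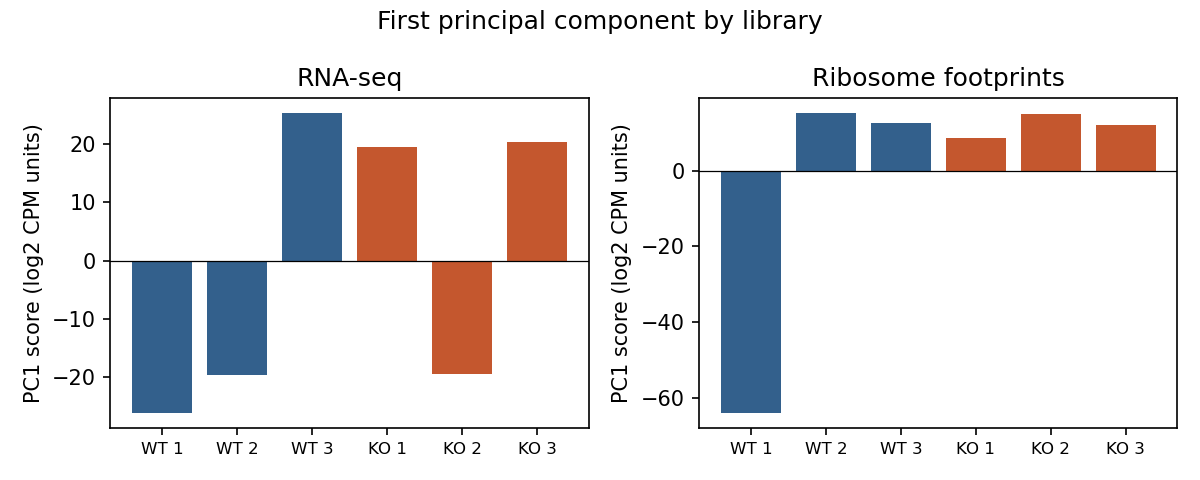
Score on the first principal component (y axis, log2 CPM units) of each library (x axis, bars coloured by genotype), for RNA-seq on the left and ribosome footprints on the right. In RNA the WT 3, KO 1 and KO 3 libraries have positive and the other libraries negative scores, and in footprints WT 1 lies at -64.1.

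Footprint levels were tested for 11153 genes. *Rpl3l* was the 1 gene with an adjusted p below 0.05 in edgeR, and 665 genes had an unadjusted p below 0.05, against 558 that chance alone would give. Without a filter on low counts 60 genes were called, 47 of them lower in KO, and only 5 of the 60 were absent from the filtered test. The unfiltered edgeR fit lowered p-values at nearly the same fold changes. For *Rpl3l* the adjusted p went from 2.5e-07 to 1.3e-123, with log2 fold changes of -4.76 and -4.75. These calls are thus no independent support for an effect. In 35 of those 47 the WT 1 library, the library set apart by the first component, had the highest level. Many of the 47 were also highest in KO 1 among the KO libraries. In simulation this test recovered 52% of genes changed 2-fold and 86% of genes changed 4-fold.

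TE was tested as the interaction of assay and genotype over all 12 libraries for the 8044 genes that passed the filter in both assays. At an adjusted p below 0.05, 0 genes were called in edgeR's test, and 300 genes had an unadjusted p below 0.05, against 402 by chance. *Rpl3l* had a TE log2 fold change of -1.63 (SE 0.35), with an adjusted p of 6.0e-04 over the 2 paralogs and of 0.9997 over all genes. The TE of *Rpl3* did not differ (log2 fold change 0.01, SE 0.31, adjusted p over the 2 paralogs 0.969). With each heart as a replicate block, joining its RNA and RPF libraries, 0 genes were called and 285 had an unadjusted p below 0.05. *Rpl3l* then had a log2 fold change of -1.68 (SE 0.37). Deviations of the RNA and RPF libraries of the same heart correlated across genes at a mean of 0.10 in WT and 0.11 in KO. The alternative that moved the count most was DESeq2, in which *Rpl3l* alone was called (log2 fold change -1.64, adjusted p = 0.030). In simulation 12% of genes changed 2-fold and 90% of genes changed 4-fold in TE were recovered.

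Fold changes in RNA and in footprints were nearly unrelated across the 8043 genes tested in both assays other than *Rpl3l*: Pearson's r was 0.054 and Spearman's rho 0.057. These are correlations across genes, which are not independent replicates. The SD of the log2 fold changes was 0.298 in RNA and 0.396 in RPF, against a median SE of 0.267 and 0.262. With so much replicate error in both, a low r does not show that footprints were uncoupled from RNA. Leaving out a replicate moved r most, to at most 0.12.

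**Figure D3:**
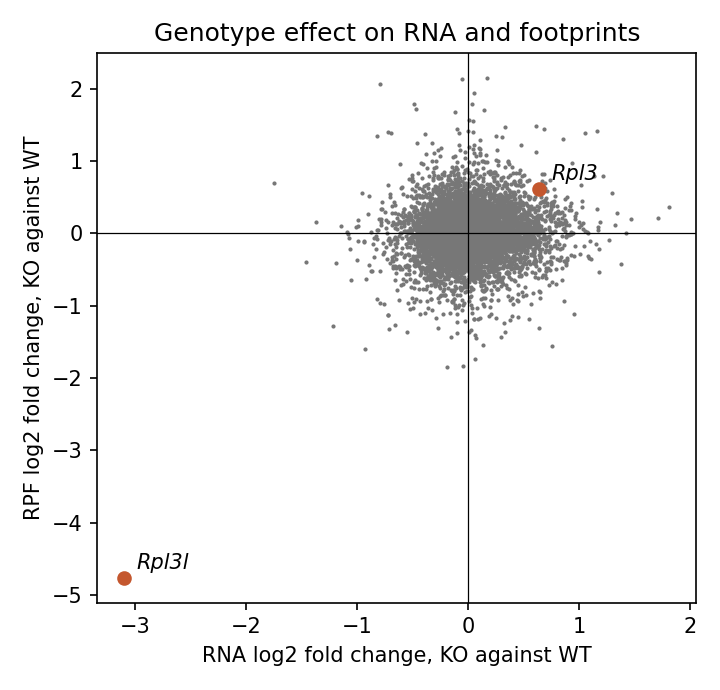
Log2 fold change of KO against WT in RNA (x axis) and in footprints (y axis), each point a gene tested in both assays. *Rpl3l* lies at -3.10 and -4.76 and *Rpl3* at 0.63 and 0.62; r over the genes other than *Rpl3l* is 0.054.

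Gene sets fixed before the data were examined (7 sets) were tested in each of the 3 comparisons with limma's camera, 21 tests in all. In 3 of the 21 the adjusted p was below 0.05. The mitochondrial ribosomal proteins were lower in KO RNA (median log2 fold change -0.08, 52 of 76 genes lower, camera adjusted p = 0.038). The nuclear-encoded respiratory chain was lower in KO RNA as well (-0.11, 64 of 81 genes lower, camera adjusted p = 0.038). Cytosolic ribosomal proteins other than *Rpl3* and *Rpl3l* were lower in KO footprints (-0.22, 68 of 77 genes lower, camera adjusted p = 0.0044). With the replicate number as a block the camera adjusted p was 0.077 for both RNA sets (mean correlation of same-numbered RNA libraries 0.18). For cytosolic ribosomal proteins in RPF it was 0.0016 with the block (mean correlation of same-numbered RPF libraries 0.031). In limma's rotation test fry, which asks whether the set itself moved beyond the replicate error, 0 of 21 adjusted p-values were below 0.05 (lowest 0.860), and 0 of 21 unadjusted p-values were. The per-library mean log2 level of the cytosolic ribosomal protein set in RPF was 6.53 ± 0.46 in WT and 6.37 ± 0.13 in KO (SD, n = 3 each; exact permutation p = 0.6). The same comparison of library means in RNA gave an exact permutation p of 0.2 for mitochondrial ribosomal proteins and 0.7 for the respiratory chain. Respiratory chain means followed the RNA library split. They were 8.92, 8.98 and 8.97 in WT 3, KO 1 and KO 3. In WT 1, WT 2 and KO 2 they were 9.32, 9.11 and 9.16. Means of mitochondrial ribosomal proteins also parted by the split, but each KO library lay below the WT libraries of its side. Neither set was tested with the split as a factor. By fry and by these library means, the differences of the 3 sets did not exceed the spread between replicates. The set of integrated stress response genes had a mean log2 RNA level of 2.91 ± 0.13 in WT and 3.13 ± 0.067 in KO (SD, n = 3 each; exact permutation p = 0.1). Its camera adjusted p was 0.200.

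A list of 11 genes that respond to cardiac stress, fixed before the data were examined, held 0 genes with an adjusted p below 0.05 in RNA, RPF or TE, whether edgeR's p-values were adjusted over the list or over all genes. At an unadjusted p below 0.05 there were 3 such genes in RNA, 2 in RPF and 0 in TE. The 2 in RPF, *Ankrd1* (log2 fold change -0.52) and *Nppb* (-0.46), were also lower in KO RNA (-0.80 and -0.62) and among the 3 there. The remaining gene of those 3, *Nppa*, was higher in KO RNA (0.61). Without a filter *Ankrd1* was called in RPF (-0.51, edgeR p adjusted over all genes 0.018). Its fold change was nearly that of the filtered test, so the call came from the lower p-values of the unfiltered fit. The lowest p adjusted over the list was 0.069.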

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

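The fall of *Rpl3l* kept its direction and an adjusted p below 0.05 in RNA and RPF under every alternative run, with log2 fold changes from -3.15 to -3.00 in RNA and from -5.10 to -4.43 in RPF.

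Counts of genes changed as follows. DESeq2 called 5 genes in RPF (2 higher and 3 lower in KO) and 1 in TE, *Rpl3l* at -1.64 with an adjusted p of 0.030. Adjusted p-values of *Rpl3l* in TE over all alternatives ranged from 0.030 to 0.9999. Without a filter 4 genes were called in RNA and 60 in RPF, 13 higher and 47 lower, and *Rpl3* passed in RPF (log2 fold change 0.63, adjusted p = 0.032, range over its alternatives 0.032 to 0.9999). The filtered test gave *Rpl3* nearly the same fold change (0.62), so the lower p came from the unfiltered fit and not from a larger effect. When a replicate was left out of the unfiltered RPF test, from 31 (without KO 2) to 127 (without WT 3) genes were called. Of the 60, 23 were called again without KO 2, 56 without WT 3 and 15 without WT 1, where 51 genes were called. In RPF a replicate block called 4 genes, all lower in KO, and the *Rpl3* adjusted p was 0.627. The deviations of same-numbered RPF libraries correlated at a mean of 0.031, so across all genes the numbers paired the RPF libraries of different animals little. Many genes called without a filter were nevertheless highest in both WT 1 and KO 1, such as *Slc34a1* (588, 121 and 77 counts in WT, 199, 58 and 49 in KO). Another was *Slfn8* (625, 91 and 57 counts in WT, 234, 31 and 64 in KO). Not every call had this pattern. *Doc2a* (51, 58 and 15 counts in WT, 4, 1 and 1 in KO) was called by DESeq2, with the block and without a filter. *Gm20594* and *Ide*, higher in KO, and *Hspb7*, lower in KO, were called both by DESeq2 and without a filter. None of these genes was called in the main test. Fits that each left out a replicate gave from 1 to 2 genes in RPF, 1 in RNA and 0 in TE, against 300 genes at an unadjusted p below 0.05 in TE with all libraries. The causes were not tested except where a value is given.

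The *Rpl3* effect reversed when both paralogs were summed: -0.17 in RNA, -1.06 in RPF and -0.86 in TE, since the sum follows the loss of *Rpl3l*. The TE effect of *Rpl3*, 0.01 with an SE of 0.31, changed sign under median-of-ratios scaling (-0.0045), DESeq2 (-0.0043), a mean of at least 50 counts (-0.029), scaling within each assay (-0.023) and the RNA split factor (-0.086), and ranged from -0.21 to 0.15 when a replicate was left out. All of these lie within that SE of 0 other than the sum.

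The factor for the RNA library split was chosen after the data were seen. With it 6 genes were called in RNA (*Rpl3l*, *Rpl3*, *Ptms*, *Myl4*, *Myl7* and *Stard10*), and *Rpl3* had a log2 fold change of 0.72 (SE 0.12, adjusted p = 0.016, range over its alternatives 0.016 to 0.99996). Each of the 9 splits other than genotype was tried as such a factor, and the other 8 each called 1 gene, with an *Rpl3* adjusted p of at least 0.932. The p-values take no account of this choice, and no gene was called in TE (398 at an unadjusted p below 0.05).

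Gene sets depended on the method and on the replicate left out. Of the 21 set tests, 3 passed with camera, 1 with a replicate block (cytosolic ribosomal proteins in RPF, adjusted p 0.0016 against 0.0044 without it), 0 with an estimated inter-gene correlation (lowest unadjusted p 0.139, lowest adjusted 0.835) and 0 with fry (lowest unadjusted p 0.057, lowest adjusted 0.860). From 0 to 7 passed when a replicate was left out. Median log2 fold changes then ranged from -0.22 to 0.060 in RNA, -0.42 to 0.049 in RPF and -0.47 to 0.15 in TE for cytosolic ribosomal proteins. They ranged from -0.23 to 0.088 in RNA and -0.18 to 0.53 in RPF for mitochondrially encoded mRNAs, from -0.019 to 0.12 in TE for the sarcomere, and from -0.031 to 0.060 in RPF for translation factors, which also reversed with fry (-0.017). For the nuclear-encoded respiratory chain the range was -0.21 to -0.0057 in RNA and -0.014 to 0.23 in TE, and for translation factors in TE 0.0058 to 0.11. For mitochondrial ribosomal proteins the range was -0.12 to -0.034 in RNA and -0.074 to 0.038 in RPF. Their camera adjusted p in RNA then ranged from 0.011 to 0.680, and was 0.126 without a filter. Directions here are those of camera, which uses all genes of a set, so a direction can differ from the sign of the median. Of 231 values of the sets under alternatives, 187 kept direction and side of the threshold, 18 reversed, 17 became weaker and 9 stronger.

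Across genes, r between RNA and RPF fold changes ranged from 0.057 to 0.12 and rho from 0.033 to 0.097 when a replicate was left out, and were 0.088 and 0.083 for genes with a mean of at least 50 counts. With this depth and replicate variation together, 12% of genes with a 2-fold change in TE were recovered in simulation, and the 2 limits were not separated. Mitochondrial transcripts left between 2814810 and 4023519 nuclear counts per RNA library.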

Other observations

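Tests of library size, transcript features, GC content, *Rpl3l* share, set correlation, atrial markers, the RPF library of WT 1 and the splits of the hearts were chosen after the result was seen. The other tests were fixed before their own result was computed, but prompted by these data: lung and fat were picked because other markers of those tissues had been seen to vary.

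The 6 hearts can be split 3 against 3 in 10 ways, of which 4, genotype included, part all 3 same-numbered pairs and 6 part 1 pair. Among those 4, 1 split, genotype, gave at least 1 gene with an adjusted p below 0.05 in RNA, and 1 split, again genotype, did so in RPF. Among all 10, genotype included, 2 splits gave as many genes as genotype in RNA and 3 did in RPF, where KO 1, WT 1 and WT 2 against the rest gave 2 genes and KO 1, WT 1 and WT 3 gave 1. For TE 4 of the 4 gave at least as many as the 0 genes of genotype, which no split can fail to do (300 at an unadjusted p below 0.05). For the sets, 4 of the 4 splits gave as many sets as genotype in RNA, 4 of 4 in RPF and 4 of 4 in TE, where genotype gave 0 sets and no split can give fewer. Such small numbers of splits cannot give a share below 0.05.

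A different split gave far more genes. The RNA libraries of WT 3, KO 1 and KO 3 differed from those of WT 1, WT 2 and KO 2 in 1677 genes at an adjusted p below 0.05 (696 higher and 981 lower), and the same split gave 354 genes in TE and 0 in RPF (299 at an unadjusted p below 0.05 of 11153 tested). This split parts 1 same-numbered pair. It does not follow genotype, and the labels give no batch for it. Total counts did not follow it (exact permutation p = 0.6). Length of coding sequence and UTRs and GC content explained 5.45% of the variance of the log2 differences across 8311 genes, below a bar of 25%. A difference between the hearts themselves would appear in footprints. Across 8044 genes the RNA and RPF differences correlated at 0.10, about the correlation of the RNA and RPF libraries of the same heart, and at 0.21 over the 1637 genes called in RNA and tested in both, of which 54.9% had the same sign. The 299 RPF genes at an unadjusted p below 0.05 were fewer than the 558 that chance alone would give, but other splits gave as few (292 and 300). A difference between hearts and a library batch of the RNA could not be told apart by these values. A batch of RNA library preparation remains a candidate explanation. No specific biological cause of a difference between the hearts was tested, as the design gives none.

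With that split as a factor, *Myl4* and *Myl7*, which are expressed in atrial muscle, were among the genes higher in KO RNA. A candidate explanation is more atrial tissue in KO hearts. Other atrial markers (*Sln*, *Bmp10*, *Kcnj3*) had a mean log2 RNA level of 0.60, 0.91 and 0.50 in WT and 0.74, 1.44 and 1.45 in KO (difference 0.54, exact permutation p = 0.2). In RNA *Bmp10* had between 0 and 4 counts per library, around the floor of 3 counts, so that marker was hardly measured there. The RNA groups overlapped in this test of the mean, which took no account of the split. The KO libraries were higher than the WT libraries on each side of the split and in all 3 same-numbered pairs. In footprints the mean of the same markers was 5.63, 5.67 and 4.57 in WT and 5.89, 6.44 and 6.22 in KO, higher in all 3 KO libraries (difference 0.89, exact permutation p = 0.1, the smallest possible). Of these, *Bmp10* differed most in footprints (1.92), and *Kcnj3* differed by 0.12 (exact p = 0.7). The groups overlapped in footprints for *Kcnj3*, *Myl4* (0.24, exact p = 0.4) and *Myl7* (0.33, exact p = 0.2). A difference in dissection and a difference in the muscle itself could not be told apart here, nor from chance in hearts this few.

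The RPF library of WT 1 stood apart in the first component. Of 1238 names for which the other RPF libraries predict 10 to 20 counts, 11.4% were at 0 in WT 1, and 6.95% were at 0 in KO 1 of 1021 such names. In the other 4 RPF libraries the share lay between 0.322% and 1.55%. The SD of the deviation of WT 1 from the other libraries was 0.85 (log2) for genes with a mean below 200 counts and 0.32 for genes at or above it. The other RPF libraries also varied more at low counts (SD 0.46 to 0.66, against 0.22 to 0.34 at or above 200), so only the size of the SD at low counts set WT 1 apart. Few distinct molecules amplified many times could give such zeros, but KO 1 shares them without standing apart, so this test leaves the explanation open. A difference of the heart itself would appear in its RNA, where the deviations of WT 1 correlated with those in RPF at 0.052 across genes. Neither explanation was excluded. Without this library 51 unfiltered footprint calls were made, 15 of them among the 60 made with all libraries. Many of those 60, such as *Slc34a1*, were high in KO 1 as well as in WT 1 within their groups, so the pattern was not that of WT 1 alone.

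*Cyp1a1* had 1566 footprint and 23 RNA counts in WT heart 1, and at most 29 footprint and 0 RNA counts in any other heart. A possible explanation is activation of the aryl hydrocarbon receptor in that heart. Of 5 listed targets that reached the count limit in footprints, 3 were highest in WT heart 1, below the 4 set beforehand. The others, *Ahrr* and *Aldh3a1*, had at most 13 and 20 footprint counts in any library. As the bar was missed on targets with so few counts, the test leaves the explanation open. The value belongs to a single heart.

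Over most of the range, the ratio of RPF to RNA counts rose with 3′ UTR length (Spearman's rho 0.39 across 7981 genes, from 0.35 to 0.40 in the 6 hearts). The median log2 ratio was 0.22 in the eighth of genes with the shortest 3′ UTRs (up to 186 bases) and 2.51 where 3′ UTRs were 1692 to 2682 bases long. It was lower again, at 2.25, in the eighth with the longest (2683 to 23861 bases). A further 113 names had at least 600 footprint counts in total but at most 12 RNA counts, with a median 3′ UTR of 2771 bases, against 783 over all genes. RNA reads lying near the 3′ end of transcripts, with counting limited to the coding sequence, may explain this, as long 3′ UTRs would then take the reads. In that case the ratio should also rise with coding length among the 1110 genes with 3′ UTRs of at most 200 bases, and rho was 0.36 there. Given GC content and coding length, the rho with 3′ UTR length was 0.37, so GC content did not account for it. The TE fold change between genotypes was unrelated to 3′ UTR length (rho 0.0021). The ratio of footprints to RNA in these data may thus not compare genes with one another, while the comparison of genotypes within a gene showed no such trend. No biological explanation was tested.

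*Rpl3l* counts that remained in KO libraries might be *Rpl3* reads counted as *Rpl3l*. Only 0.890% of the 28-base windows of Rpl3l-202 lay within 2 mismatches of the *Rpl3* transcript, below the 5% set beforehand. Counts in proportion to *Rpl3* would give the same share in every KO library but for counting error, and the shares differed by more over the 6 KO libraries (chi-square p = 1.9e-10 on counts, which compares these libraries). As no 2 replicates here agreed within counting error over all genes (chi-square per degree of freedom 6.53 to 31.7), this difference does not speak for or against read sharing. Over the 3 RNA KO libraries alone the shares agreed within counting error (chi-square p = 0.118), and the mean shares in RNA KO and RPF KO, 6.14% and 6.10%, were alike. Read sharing was thus not borne out at 2 mismatches, and the allowance the authors made for mismatches is not stated. How the allele was made is not used here, so remaining transcript from the KO allele was not tested.

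Genes next to *Rpl3l* could carry variation passed on with the targeted allele. The 20 nearest tested genes, within 219258 bases, had a median absolute log2 fold change in RNA at percentile 75.5 of 10000 random lists matched on expression, below the 95 set beforehand. In RPF the percentile was 89.0, closer to that bar. No such effect was thus shown, and a smaller one was not excluded.

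Cytosolic ribosomal proteins passed camera in RPF but not fry. The genes of this set rise and fall together: the inter-gene correlation estimated for this set was 0.69 in RPF, against the assumed 0.01. With the estimated correlation the camera p in RPF was 0.537 unadjusted and 0.835 adjusted, so the low camera p depended on the assumed correlation.

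Brown fat markers listed beforehand (*Cidea*, *Adipoq*, *Elovl3*) were highest in WT 2 and KO 2 in both assays, at mean log2 CPM 3.31 and 3.04 in RNA and 4.83 and 4.58 in RPF. The other 4 hearts lay between 1.56 and 2.00 in RNA and between 2.72 and 3.86 in RPF. Over the 6 hearts r was 0.868 (exact permutation p = 0.018, adjusted over 2 relations 0.036) and rho 0.943 (exact p = 0.017, adjusted 0.033). The permutations treat the 6 hearts as exchangeable, whereas the 2 highest have the same number, and 3 same-numbered pairs are too few to test this in pairs. Without WT 2 and KO 2, r was -0.14, so the relation rests on those 2 hearts. Fat tissue attached to them is a candidate explanation that this does not settle. For lung markers, which had at most 6 counts, r was 0.684 (exact permutation p = 0.128, adjusted 0.128) and rho 0.464 (exact p = 0.372, adjusted 0.372), and without KO 3 and WT 3 r was -0.35. Each side of the RNA library split holds 3 hearts, too few to repeat these relations within it.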
